# Resilience, plasticity and robustness in gene expression during aging in the brain of outbred deer mice

**DOI:** 10.1186/s12864-021-07613-2

**Published:** 2021-04-21

**Authors:** E Soltanmohammadi, Y Zhang, I Chatzistamou, H. Kiaris

**Keywords:** Deer mice, Outbred, Transcriptome, Expression correlation, P. leucopus, P. maniculatus, Aging

## Abstract

**Background:**

Genes that belong to the same network are frequently co-expressed, but collectively, how the coordination of the whole transcriptome is perturbed during aging remains unclear. To explore this, we calculated the correlation of each gene in the transcriptome with every other, in the brain of young and older outbred deer mice (P. leucopus and P. maniculatus).

**Results:**

In about 25 % of the genes, coordination was inversed during aging. Gene Ontology analysis in both species, for the genes that exhibited inverse transcriptomic coordination during aging pointed to alterations in the perception of smell, a known impairment occurring during aging.

In P. leucopus, alterations in genes related to cholesterol metabolism were also identified. Among the genes that exhibited the most pronounced inversion in their coordination profiles during aging was THBS4, that encodes for thrombospondin-4, a protein that was recently identified as rejuvenation factor in mice. Relatively to its breadth, abolishment of coordination was more prominent in the long-living P. leucopus than in P. maniculatus but in the latter, the intensity of de-coordination was higher.

**Conclusions:**

There sults suggest that aging is associated with more stringent retention of expression profiles for some genes and more abrupt changes in others, while more subtle but widespread changes in gene expression appear protective. Our findings shed light in the mode of the transcriptional changes occurring in the brain during aging and suggest that strategies aiming to broader but more modest changes in gene expression may be preferrable to correct aging-associated deregulation in gene expression.

## Introduction

Genes that belong to the same transcriptional networks have expression profiles that are correlated [1, 2]. Stress-inducing stimuli inflict changes in gene expression in a manner that is highly coordinated. During stress as well as in pathology, novel transcriptional networks emerge while others cease to exist, a process that collectively implies transcriptional reprogramming and aims to induce adaptive changes to attain homeostasis [3–7]. Several strategies have been developed to evaluate gene co-expression, especially during disease development [8]. These approaches primarily focus on the identification of specific gene modules that exhibit differential co-expression patterns at the states under comparison, without directly conveying information about the extent of (de-) coordination at the whole transcriptome level.

The robustness by which transcriptional networks adapt and operate under adverse conditions is thought to reflect the ability of the corresponding tissues to cope with stress [9–11]. To that end, the magnitude of the changes in expression of specific transcripts is considered indicative for the alterations characterizing pathology, with the overall and collective breadth of the alterations receiving minimal attention [12–14]. For example, how widespread such changes in gene expression are during aging, whether they are more intense in pathology and at which extent they disrupt the operation of established transcriptional networks remain unclear [15–18].

It is plausible that by comparing the correlation of each gene in the transcriptome with every other gene, in two experimental conditions such as aging groups, may provide evidence regarding the magnitude, the mode and the intensity of the transcriptomic changes that occur. Indeed, by focusing on the unfolded protein response we have shown before, that during aging as well as in metabolic pathology, despite the minimal changes in expression of individual genes, changes in the coordination profile of the UPR are more tightly linked to pathology [19–22]. Beyond the UPR, we have also demonstrated that the coordination profile of highly expressed genes is also linked to frailty syndrome in people [23].

Such analyses can be especially pertinent in studying tissues from genetically diverse experimental animals. In outbred species, variation in expression profiles among individuals may restrict the power of the differential expression analyses, however it empowers investigations focusing on gene expression correlations, since the latter rely on the diversity of the experimental measurements. In the present study we evaluated the mode of coordination in the brain transcriptome of outbred rodents (Peromyscus), that reportedly differ in their lifespan and exhibit differential propensity for neurodegenerative changes during aging [24–26]. Specifically, we assessed the correlation in the expression in each gene in the transcriptome with every other gene, and then we tested how this correlation changes during aging. Gene Ontology (GO) studies were also performed to unveil biological processes related to the genes that exhibited inversion of transcriptome coordination in the aging group.

Focal for this analysis is the assessment of the composite correlation index (Pearson’s composite, Pc) that is defined for each transcript and reflects the correlation of each of the individual correlation coefficients for a given gene with the whole transcriptome, between two experimental conditions [23]. To that end, minimal changes in correlation coefficients and retention of the mode of coordination in younger and older animals will result in highly positive Pc values, which in turn are indicative of higher robustness in the profile of gene expression. Conversely, changes in gene expression between the experimental groups, will lead to reduction of the Pc values and will be indicative of more extensive transcriptional reprogramming and plasticity in gene expression. By applying this strategy in genetically diverse individuals from two outbred Peromyscus species we were able to record how extensively their brain transcriptome is rearranged during aging. Furthermore, by comparing the changes recorded in a species that is more prone to neurodegeneration versus another that appears more resistant, we were able to appreciate the relative role of plasticity and robustness in the transcriptomic profiles during aging and which mode is linked more, to the emergence of pathology. Finally, we were able to unveil biological processes that are impacted by such emerging coordination patterns and to identify specific genes, that despite the fact that their overall expression is not highly altered during aging, their co-expression profiles with the whole transcriptome is highly perturbed.

## Results

### Brain degenerative changes of deer mice during aging

Recent studies indicated that in P. maniculatus, lesions consistent with degenerative changes were detectable in the brain of older animals [19]. These lesions, that were also shown to exhibit positivity in Congo Red for amyloid deposits, were practically absent from P. leucopus individuals of similar age [19]. By comparing the histology of brain tissues from *P. maniculatus* and *P. leucopus* we were able to identify several neurons with dense eosinophilic cytoplasm and dark nuclei in the former, in individuals sacrificed at about 25–29 months. These lesions that were present in all animals tested are consistent with degenerative changes (Fig. 1).

**Fig. 1:**
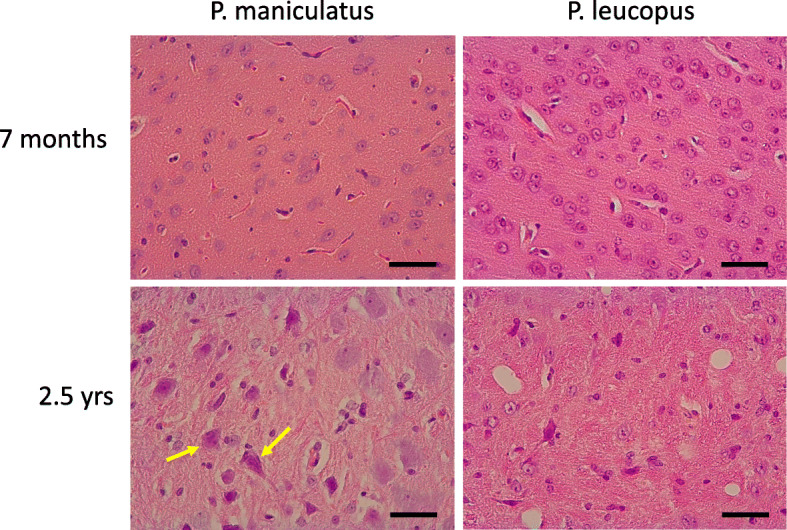
Brain histology in young and older P. maniculatus and P. leucopus. H&E stained sections are shown. Arrows indicate neurons exhibiting evidence of neurodegeneration. Scale barσ: 40 µΜ

### P. maniculatus and P. leucopus exhibit distinct expression coordination profiles during aging

RNAseq was performed in the brain of *P. leucopus* and *P. maniculatus* from younger (about 7 months old) and older (about 25–29 months old) animals and revealed 19,718 and 15,262 unique transcripts (data deposited as GSE166394). 

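Brain RNA from 24 outbred deer mice was sequenced, with one library for each animal. The animals were 6 young and 6 old P. leucopus (LL stock) and 6 young and 6 old P. maniculatus (BW stock). The young animals of both species were 7 months old, the old P. leucopus were 28 months old and the old P. maniculatus were between 25 and 29 months old. The authors aligned the reads to the genome of each species with STAR version 2.7.2b, counted them on genes with featureCounts version 1.5.3 and deposited one table of estimated counts for each species, without normalization. A read that mapped to several places, or to overlapping genes, was divided between them, so that between 4.04% and 10.6% of the genes of a library had a fractional count, and members of multigene families share reads. The counting ignored the strand of the reads, so that genes overlapping on opposite strands also share reads. The table of P. leucopus lists 25252 genes of the RefSeq annotation, and that of P. maniculatus lists 16899 genes by the name given in the Ensembl annotation. In P. maniculatus the genes without a name were pooled in one row, which held 13.1% of the counts and was left out before any normalization. The total count on named genes ranged from 10411549 to 12749606 in young P. leucopus (median 11381817) and from 10241267 to 19461818 in old P. leucopus (median 13310895). It ranged from 6191930 to 7499183 in young P. maniculatus (median 6684442) and from 5766964 to 8804417 in old P. maniculatus (median 7119911). Counts were divided by these totals to give CPM, as in the methods. Transcripts were kept when their CPM varied among the 6 young and among the 6 old animals of the species, without which R is not defined. This left 19718 transcripts in P. leucopus and 15262 in P. maniculatus. Before the animals were used as replicates, every pair of libraries within a species was compared by a chi-square per gene, over genes with at least 20 counts in the pair. The libraries of 2 old P. maniculatus animals, P35261 and P35266, had a chi-square per gene of 1.46, while the other 65 pairs of this species had values from 8.82 to 99.8 and the 66 pairs of P. leucopus had values from 12.1 to 149. The counts of the near-identical libraries differed by more than counting noise (chi-square test, p = 4.8e-218), which cannot tell 2 animals from 2 libraries of one RNA. They were counted as 2 of the 6 old animals, as in the paper, and the errors and splits over 12 P. maniculatus rest on this.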

To test how the transcriptome in each species is coordinated during aging we calculated the Pc index as follows (Fig. 2): Initially we calculated the correlation coefficient (R, Pearson’s) for each transcript with every other transcript in the transcriptome, for each age group. This analysis produced 19,718 and 15,262 unique R values, for *P. leucopus* and *P. maniculatus* respectively, for each age group. The Pc for each transcript reflected its composite correlation coefficient of all correlation coefficients calculated before, for the given transcript, between the two age groups. Therefore, high Pc values indicate that the mode of coordination between young and aged specimens is retained for the given gene, while lower Pc values indicate abolishment of coordination. Conversely, negative Pc values suggest that the profile of coordination is inversed during aging.

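The Pc of a transcript was computed as the Pearson R, over all transcripts of the species, between its R values in the 6 young and its R values in the 6 old animals. The calculation was checked against the full correlation matrices of 400 transcripts drawn in each species, from which it differed by at most 6.7e-16. It was also tested on simulated counts. There the loading of well-expressed transcripts on a common factor was turned round in the old animals, and only turned transcripts with a strong loading were scored. Of these, 100% of the 120 in P. leucopus and of the 122 in P. maniculatus had a negative Pc. Turned transcripts with a weaker loading were not scored. When counts were drawn with sampling noise only, the mean Pc was 0.000242 over 19368 transcripts with the libraries of P. leucopus and 0.000347 over 15109 transcripts with those of P. maniculatus, and 48.5% and 48.7% of the transcripts had a negative Pc. The error of each Pc measure given here is the standard error from a jackknife that leaves out each of the 12 animals of a species in turn.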

**Fig. 2:**
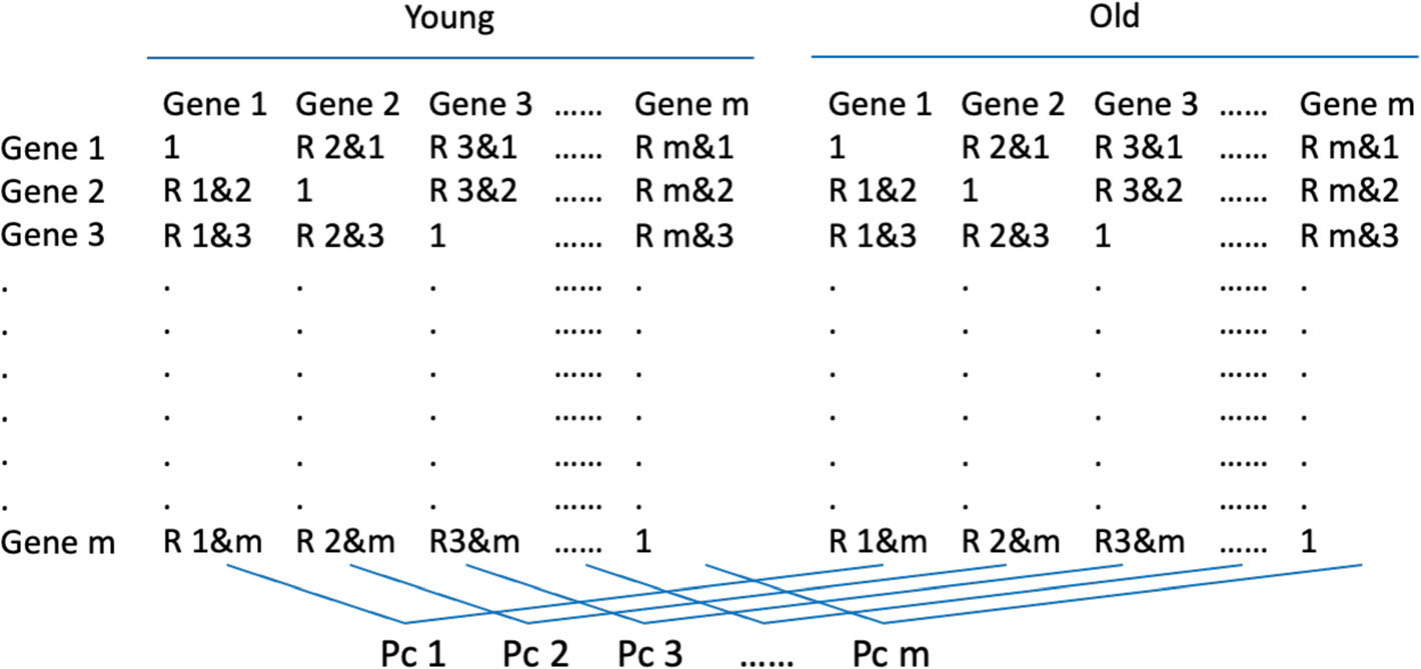
Diagrammatic depiction of the steps followed for the calculation of the composite correlation index (Pc). Person’s correlation R values of each gene with all other genes were calculated in samples of young and old animals respectively. Then the Pc value was calculated as the Person’s R of all R values of each gene between young and old animal samples

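Pc was positive for 14302 of the 19718 transcripts in P. leucopus, which is 72.5% ± 2.23 (jackknife standard error, n = 12 animals). In P. maniculatus it was positive for 11707 of the 15262 transcripts, or 76.7% ± 5.93 (jackknife standard error, n = 12). The median Pc was 0.150 ± 0.0381 in P. leucopus and 0.160 ± 0.0572 in P. maniculatus, both with the jackknife standard error over the same animals. When each animal was left out in turn, the percent of transcripts with positive Pc ranged from 70.4% to 73.0% in P. leucopus and from 72.2% to 77.8% in P. maniculatus.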

As shown in Fig. 3, in both species the majority of the transcripts exhibited positive Pc values, suggesting that the mode of coordination was retained between the young and older animals, for most of the genes. *P. maniculatus* (BW stock) consistently exhibited higher Pc values than *P. leucopus* (LL stock) [average Pc(BW) = 0.15 vs. Pc(LL) = 0.12, *P* < 0.0001] suggesting that the correlation in gene expression, at the whole transcriptome level, was retained more prominently in the former species, as compared to the latter. Thus, *P. leucopus*, were subjected to more extensive reprogramming than *P. maniculatus*, as indicated by the fact that more transcripts exhibited lower degree of correlation in expression with the whole transcriptome, between the younger and the older animals. These differences persisted and remained statistically significant (*P* < 0.00001) even when transcript numbers were normalized for their difference in the overall number of transcripts surveyed (Fig. 4). 

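The mean Pc over all transcripts was 0.153 ± 0.0568 (jackknife standard error, n = 12 animals) in P. maniculatus and 0.125 ± 0.0271 (n = 12) in P. leucopus. The difference between the species was 0.0285, with a standard error of 0.0630 over the animals, so that it was smaller than the error between animals. A two-sided permutation test across transcripts gave p = 1e-05, which is the smallest p that 100000 resamples can give. This test treats transcripts as replicates, although all transcripts of a species come from the same animals. With each of the 24 animals left out in turn, the difference ranged from -0.0197 to 0.0601, and it was negative in 2 of these 24 calculations. Among the alternatives set before the data were examined, the choice of transcripts moved the averages most. Over transcripts with at least 10 counts in every animal of the species, the mean Pc was 0.211 in P. maniculatus and 0.199 in P. leucopus, and their difference was 0.0125.

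**Figure D1:**
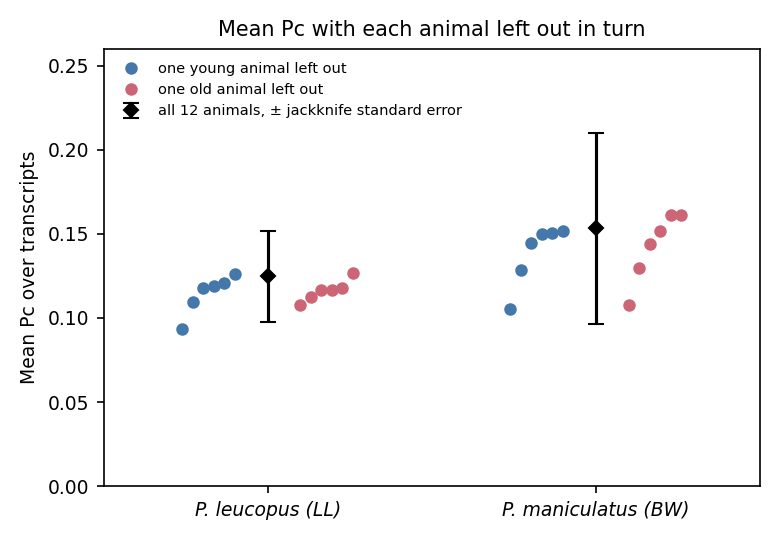
Mean Pc over transcripts (vertical axis, no unit) in P. leucopus and P. maniculatus. Diamonds with bars show all 12 animals with the jackknife standard error, and circles show the mean Pc with one young or one old animal left out. The circles range from 0.0932 to 0.126 in P. leucopus and from 0.105 to 0.161 in P. maniculatus, and the ranges overlap.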

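The tables of both species share 12834 transcripts with a Pc, matched by gene symbol, which are 65.1% of the transcripts of P. leucopus and 84.1% of those of P. maniculatus. Over these, the mean Pc was 0.147 in P. leucopus and 0.161 in P. maniculatus. Pc was lower in P. leucopus than in P. maniculatus for 51.9% of the shared transcripts. Across shared transcripts, which are not independent replicates, the Pc values of the species had a Pearson correlation of 0.237 and a Spearman correlation of 0.255. Pc was negative in both species for 908 shared transcripts (7.07%), only in P. maniculatus for 14.8% and only in P. leucopus for 16.5%. From the transcripts with a lower degree of correlation between younger and older animals, the paper concludes that reprogramming was more extensive in P. leucopus.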

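In the 25% of transcripts of each species with the lowest Pc, the median Pc was -0.123 ± 0.0253 in P. leucopus and -0.0908 ± 0.0281 in P. maniculatus (jackknife standard errors, n = 12 animals each). The difference of 0.0319 had a standard error of 0.0378 over the animals. In the 25% with the highest Pc the median was 0.344 ± 0.0606 in P. leucopus and 0.397 ± 0.109 in P. maniculatus, with a difference of 0.0525 and a standard error of 0.125. Neither difference exceeded its error over animals. The permutation test across transcripts gave p = 1e-05 at each end, the smallest p that its 100000 resamples can give. With one animal left out, the difference at the low end ranged from 0.00714 to 0.0459 and that at the high end from -0.0356 to 0.118.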

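Pc was negative for 3555 transcripts in P. maniculatus, or 23.3% ± 5.93 (jackknife standard error, n = 12 animals), and for 5416 in P. leucopus, or 27.5% ± 2.23 (n = 12). The difference of P. maniculatus from P. leucopus was -4.17 percentage points (standard error 6.34 over the animals), which is within the error between animals. Leaving out one animal gave 22.2% to 27.8% in P. maniculatus and 27.0% to 29.6% in P. leucopus. The percent with negative Pc fell with the level of expression. In P. leucopus it was 43.9% in the 25% of transcripts with the lowest mean CPM, which reached 0.985 CPM, and 17.1% in the 25% with the highest. In P. maniculatus it was 38.7% in the lowest 25%, which reached 3.44 CPM, and 13.9% in the highest.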

Following such normalization, 23 and 27 % of the transcripts for *P. maniculatus* and *P. leucopus* respectively exhibited negative Pc values indicating inversion of the coordination profile during aging.

**Fig. 3:**
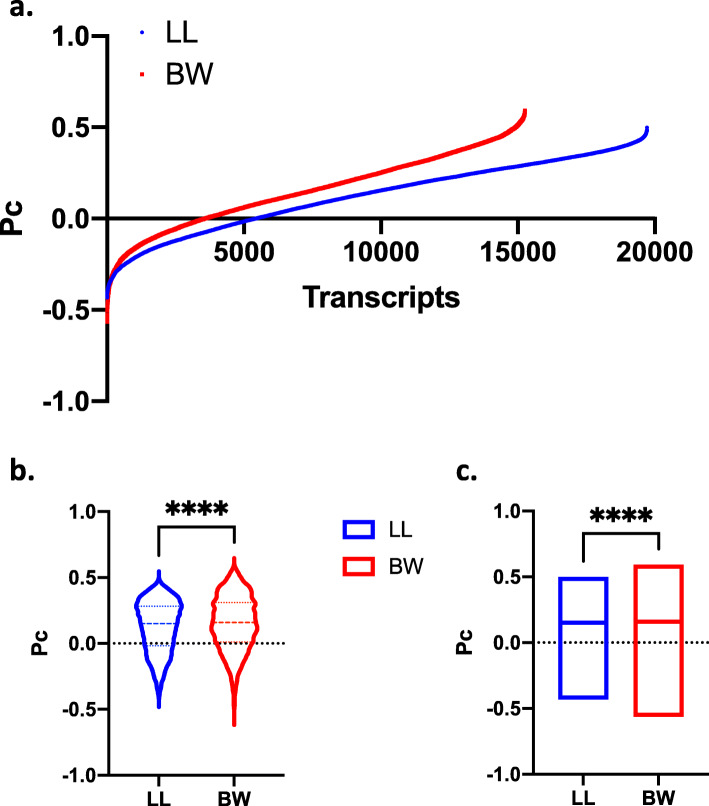
Pc calculation for the transcriptome of P. leucopus (LL) and P. maniculatus (BW). Scatter plots of Pc versus transcripts are shown in (**a**), box and violin plots depicting Pc distribution are shown in (**b**) and bar plots showing the median values are shown in (**c).** In all graphs the actual number of transcripts surveyed in each transcriptome are shown. ****, *P* < 0.00001

**Fig. 4:**
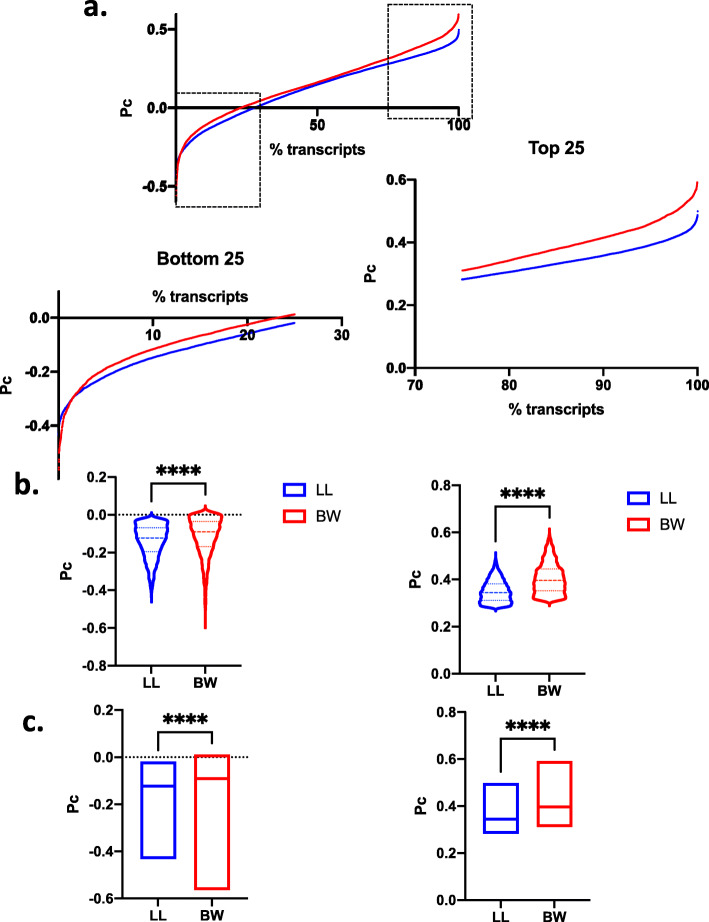
Pc calculation for the transcriptome of P. leucopus (LL) and P. maniculatus (BW). Values were normalized versus the total number of transcripts surveyed. Scatter plots of Pc versus transcripts are shown in (**a**). In dashed brackets the top and bottom 25th percentile are shown and magnified in the plots shown below. Box and violin plots are shown in (**b**) and bar plots showing the median values are shown in (**c)** for the bottom (left) and top (right) 25th percentile respectively. ****, *P* < 0.00001

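In P. maniculatus, Pc ranged from -0.564 ± 0.137 to 0.592 ± 0.142 (jackknife standard errors of the lowest and highest Pc, whichever transcript holds them, n = 12 animals). The lowest value belonged to LEKR1, which lies on chromosome 6 of HU_Pman_2.1 from 44553565 to 44570003 and had a mean of 0.164 CPM, and the highest to RPL13, on chromosome 5 from 52123691 to 52126124, with a mean of 753 CPM. In P. leucopus, Pc ranged from -0.433 ± 0.0631 to 0.499 ± 0.0816, with the errors computed in the same way. The lowest value belonged to SHROOM2 and the highest to IQGAP1, with means of 33.2 and 19.8 CPM. The errors of the single transcripts were larger, 0.181 for LEKR1, 0.150 for RPL13, 0.122 for SHROOM2 and 0.147 for IQGAP1. SHROOM2 and IQGAP1 each lie on a scaffold of the assembly Pero_0.1, from 682313 to 857862 and from 1468529 to 1564510. The lowest Pc of the species differed by -0.131 (standard error 0.151 over the animals) and the highest by 0.0938 (standard error 0.164), so that both differences were smaller than the error. When one animal was left out, the lowest Pc lay between -0.577 and -0.453 in P. maniculatus and between -0.463 and -0.402 in P. leucopus, and the highest between 0.470 and 0.598 and between 0.418 and 0.493.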

Yet, despite the fact that fewer transcripts were collectively analyzed for P. maniculatus as compared to P. leucopus, the range of Pc values unveiled was wider in the former species, both towards the negative and the positive ends of the distribution (Fig. 4). This suggests that in P. maniculatus a higher number of transcripts, stringently retains its correlation profile (highly positive Pc values, Fig. 4c) during aging or is subjected to more drastic inverse changes (highly negative Pc values, Fig. 4b). Conversely, the transcriptome of P. leucopus during aging is subjected to more widespread changes (lower Pc on average, Fig. 4a) but the corresponding values were tighter (more restricted range towards both positive and negative ends, Fig. 4b).

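Pc was above 0.4 for 1836 transcripts in P. maniculatus (12.0%) and for 797 in P. leucopus (4.04%). It was below -0.4 for 58 transcripts in P. maniculatus (0.380%) and for 14 in P. leucopus (0.0710%). The difference between the species was 7.99 percentage points above 0.4 (jackknife standard error 13.9 over the animals) and 0.309 points below -0.4 (standard error 0.438). These counts changed strongly when one animal was left out. The number of transcripts above 0.4 then ranged from 298 to 2034 in P. maniculatus and from 27 to 873 in P. leucopus, and the number below -0.4 from 15 to 83 and from 1 to 33.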

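The standard deviation of Pc across transcripts was 0.191 ± 0.0314 (jackknife standard error, n = 12 animals) in P. leucopus and 0.202 ± 0.0406 (n = 12) in P. maniculatus, a difference of 0.0109 with a standard error of 0.0513. The middle 50% of the transcripts had a Pc between -0.0181 and 0.282 in P. leucopus and between 0.0115 and 0.311 in P. maniculatus.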

### Genes exhibiting higher inversion in coordination during aging

Gene ontology (GO) analysis for the top 500 genes with the highest negative Pc value in both species, pointed to changes in the perception of smell during aging (Table 1). 

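The gene ontology annotation was not used here, and genes for the perception of smell were taken as the olfactory receptor genes, recognised by their symbols. The table of P. maniculatus lists 481 of them, and 33 had a Pc, since most had no reads or no variation in one of the age groups. Of these 33, 4 were among the 500 transcripts with the lowest Pc, where 1.08 would be expected among all 15262 transcripts with a Pc (two-sided Fisher's exact test, p = 0.022). This excess is opposite in direction to the paper's fold of 0.12 for smell perception, an under-representation. In 52 of 100 divisions of the 12 animals into groups of 6, the real one included, at least 4 such genes were among the 500 lowest. With one animal left out there were 1 to 5, and p ranged from 0.00417 to 0.621 (Fisher's exact tests). The excess is therefore not firm. Only 1 olfactory receptor gene had a mean CPM of at least 1, and it was not among the 500 lowest. Receptor genes of this family are similar in sequence, and the counting divides reads that map to several of them. The table of P. leucopus names no olfactory receptor gene by symbol, and this result was not analysed here for that species. In P. leucopus 45% of the 500 transcripts with the lowest Pc came from the 25% with the lowest mean CPM, and in P. maniculatus 52.4% did.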

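Genes of cholesterol biosynthesis were taken from a list of 25 genes written before the data were examined. In P. leucopus 21 of them had a Pc, and 10 of these were among the 500 transcripts with the lowest Pc, where 0.533 would be expected (18.8-fold, two-sided Fisher's exact test against all transcripts with a Pc, p = 2.76e-11). These were FDFT1, MSMO1, HMGCS1, NSDHL, SC5D, LSS, SQLE, INSIG1, DHCR7 and MVD. FDFT1 had a Pc of -0.421 and MSMO1 of -0.406, while MVD, the highest of the 10, had a Pc of -0.279. With one animal left out, between 7 and 11 of the genes were among the 500 lowest. The genes rose and fell together across animals, with a mean R between pairs of 0.417 in the young and 0.374 in the old P. leucopus, so that they are not independent draws in this test. In P. maniculatus 2 of the 23 genes with a Pc were among the 500 lowest, LSS and DHCR7, where 0.754 would be expected (two-sided Fisher's exact test, p = 0.173).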

For P. leucopus, changes influencing alcohol and lipid metabolism were also predicted (Table 1).

**Table 1:** Gene Ontology analyses the genes exhibiting the lowest Pc values during aging in both species

GO biological process complete	Fold Enrichment	Raw P-value (Fisher)	FDR correction
**P. leucopus**			
secondary alcohol biosynthetic process (GO:1,902,653)	20.75	2.92E-09	2.30E-05
cholesterol biosynthetic process (GO:0006695)	20.75	2.92E-09	1.53E-05
sterol biosynthetic process (GO:0016126)	19.42	6.56E-10	1.03E-05
alcohol biosynthetic process (GO:0046165)	8.29	8.58E-07	1.93E-03
steroid biosynthetic process (GO:0006694)	8.28	2.44E-07	7.69E-04
secondary alcohol metabolic process (GO:1,902,652)	7.74	4.09E-08	1.61E-04
cholesterol metabolic process (GO:0008203)	7.31	7.65E-07	2.01E-03
sterol metabolic process (GO:0016125)	6.76	1.56E-06	3.06E-03
organic hydroxy compound biosynthetic process (GO:1,901,617)	5.1	1.91E-05	2.73E-02
alcohol metabolic process (GO:0006066)	4.01	9.72E-06	1.53E-02
sensory perception of smell (GO:0007608)	0.07	6.18E-06	1.08E-02
**P. maniculatus**			
sensory perception of smell (GO:0007608)	0.12	1.04E-07	1.64E-03

The genes that exhibited the highest Pc values, either positive or negative for each species, are shown in Fig. 5a (upper panel). 

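The 10 genes shown in Fig. 5a as highest in P. maniculatus had a Pc between 0.577 and 0.592 there, and those shown as highest in P. leucopus had a Pc between 0.479 and 0.487. Both sets are the 10 highest among the 12834 transcripts with a Pc in both species. The genes shown as lowest in P. maniculatus had a Pc between -0.556 and -0.463, and those shown as lowest in P. leucopus between -0.433 and -0.397. In P. maniculatus 5 of the 10 lowest shared transcripts are not in the figure. These are LEKR1, STX19, ECT2, PLIN1 and NR1H4, whose mean CPM was at most 0.387, while the genes in the figure had a mean of at least 3.17 CPM. In P. leucopus KRT12, NMS and FAM83C, with a mean of at most 0.0942 CPM, are likewise not in the figure, whose genes had a mean of at least 1.02 CPM.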

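The 10 shared transcripts with the highest Pc in P. maniculatus all had a positive Pc in P. leucopus, from 0.112 to 0.397 with a median of 0.288. Random sets of 10 shared transcripts had a median of 0.180 in P. leucopus, and the central range of 10000 such sets reached up to 0.304. Of the 10 highest in P. leucopus, 9 had a positive Pc in P. maniculatus, and the median was 0.314, where random sets had a median of 0.170 and a central range up to 0.329. The medians lay at the percentiles 95.1 and 95.9 of the random sets, close to the upper limits of the central ranges but within them.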

In general, highly positive Pc values exhibited the same trend in both species. 

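LHPP lies on chromosome 1 of HU_Pman_2.1 from 123673883 to 123772813 in P. maniculatus, and on a scaffold of Pero_0.1 from 3355596 to 3455877 in P. leucopus. Its Pc was 0.481 ± 0.182 (jackknife standard error, n = 12 animals) in P. leucopus, where it ranked 8 from the highest, and -0.130 ± 0.200 (n = 12) in P. maniculatus. Over all 462 splits of the 12 animals into groups of 6, the median Pc of LHPP was 0.432 in P. leucopus and 0.567 in P. maniculatus. The distance of the Pc between the age groups from that median gave p = 0.708 in P. leucopus and p = 0.0844 in P. maniculatus (two-sided exact permutation tests). With one animal left out, the Pc of LHPP ranged from 0.297 to 0.485 in P. leucopus and from -0.207 to 0.00522 in P. maniculatus. Its mean expression was 49.0 CPM in P. leucopus and 49.7 CPM in P. maniculatus.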

The only exception was LHPP that while it remained highly positive in P. leucopus (Pc = 0.48), in P. maniculatus it reverted to moderately negative (Pc=-0.13). LHPP encodes for a histidine phosphatase that has been shown to function as a tumor suppressor [27].

**Fig. 5:**
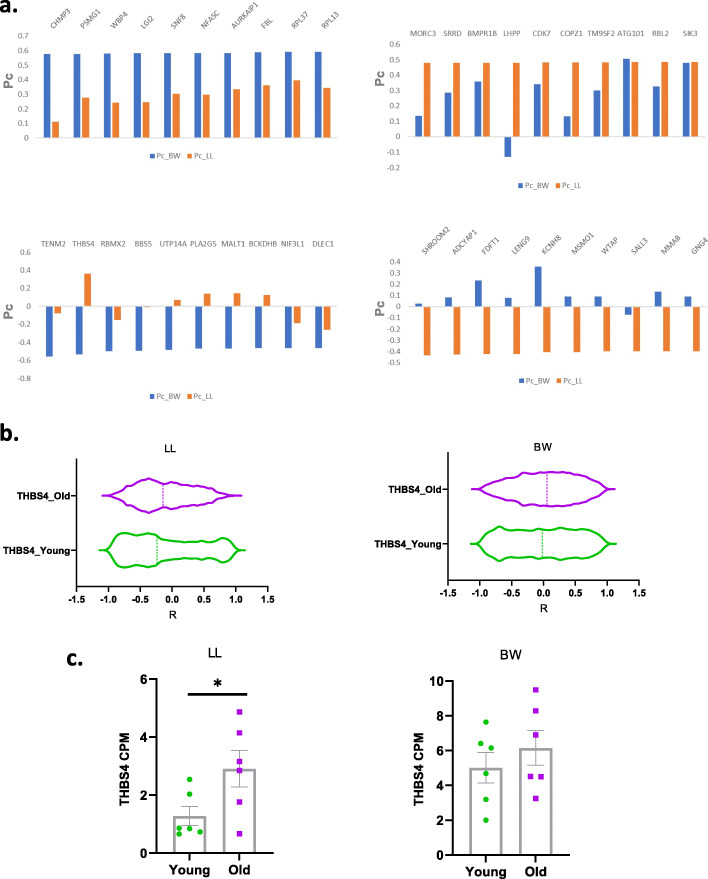
Genes exhibiting retention or inversion of coordination profiles during aging in P. leucopus (LL) and P. maniculatus (BW). The top 10 genes with highest Pc index in P. maniculatus are shown in (**a**) upper left and in LL shown in (**a**) upper right. The top 10 genes with lowest Pc index in BW are shown in (**a**) lower left and in LL shown in (**a**) lower right. Violin plots depicting the Pearson’s R value distribution of THBS4 associated transcriptome in young and older LL and BW are shown in (**b**). The relative expression of THBS4 in young and older LL and BW are shown in (**c**). *, *P* < 0.05

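Of the 10 genes shown in Fig. 5a as lowest in P. maniculatus, 5 had a positive and 5 a negative Pc in P. leucopus, where their values ranged from -0.261 to 0.361 with a median of 0.0319. TENM2, for example, had a Pc of -0.556 in P. maniculatus and of -0.0796 ± 0.305 (jackknife standard error, n = 12 animals) in P. leucopus. Of the 10 genes shown as lowest in P. leucopus, 9 had a positive and 1 a negative Pc in P. maniculatus, from -0.0713 to 0.356 with a median of 0.0909. SHROOM2, the lowest in P. leucopus, had a Pc of 0.0279 ± 0.275 (n = 12) in P. maniculatus. The errors of TENM2 and SHROOM2 in the other species exceeded the values.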

As opposed to the top positively coordinated transcripts that showed similar mode of correlation in both species, the top negatively coordinated transcripts exhibited more drastic changes in one species than in the other, at which Pc remained positive (Fig. 5a, lower panel). 

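THBS4 encodes thrombospondin-4, an adhesive glycoprotein of the extracellular matrix. It lies on chromosome 15 of HU_Pman_2.1 from 55891163 to 55939303, and in P. leucopus on a scaffold of Pero_0.1 from 424373 to 457649. Its Pc was -0.535 ± 0.186 (jackknife standard error, n = 12 animals) in P. maniculatus, where it ranked 3 from the lowest, and 0.361 ± 0.198 (n = 12) in P. leucopus. Over all 462 splits of the 12 P. maniculatus into groups of 6, its Pc had a median of -0.238 and was negative in 96.8% of the splits, and 13 splits gave a value as low as young against old (two-sided exact permutation test, p = 0.0455). In P. leucopus the median over the splits was 0.389 (two-sided exact permutation test, p = 0.829). As above, these splits do not isolate a change of coordination of THBS4 from differences in mean expression between ages. Under each of the 6 alternatives of scale, correlation, depth and genes set before the data were examined, its Pc in P. maniculatus lay from -0.624 to -0.471. There p lay between 0.0541 and 0.0693 (two-sided exact permutation tests). The paper names THBS4 for its low Pc in the same animals, and no p-value given for THBS4 accounts for that choice among 15262 transcripts. Adjusted over the 4 such tests of THBS4 and LHPP by the Benjamini-Hochberg method, p was 0.169 for THBS4 in P. maniculatus. With the 2 near-identical old libraries summed and counted as 1 animal, an alternative chosen after the data were seen, its Pc in P. maniculatus was -0.536 (two-sided exact permutation test, p = 0.00649). With one animal left out, the Pc of THBS4 ranged from -0.564 to -0.341 in P. maniculatus and from 0.171 to 0.418 in P. leucopus. In P. maniculatus p then ranged from 0.00433 to 0.119 (two-sided exact permutation tests), under 0.05 in 4 of 12 fits.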

More pronounced was the behavior of THBS4 (thrombospondin-4) that in P. maniculatus had a Pc=-0.53 while in P. leucopus Pc = 0.36. This suggests that while in P. leucopus the coordination profile of THSB4 with the whole transcriptome persisted during aging, in P. maniculatus it reverts to negative, implying that transcripts that in young animals had positive correlation display negative correlation in the aged specimens (Fig. 5b). 

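Among the 7499 transcripts that had a positive R with THBS4 in young P. maniculatus, 67.0% had a negative R in the old animals, and their mean R in the old animals was -0.173. In P. leucopus 46.3% of the 7714 transcripts with a positive R in young animals had a negative R in the old animals, with a mean of 0.0537. The difference was larger among transcripts with an R above 0.8 in young animals. Of these, 86.1% of 829 had a negative R in old P. maniculatus, and 26.4% of 1546 in old P. leucopus. For 1000 transcripts drawn at random, the median percent of partners that changed sign between the age groups was 45.2% in P. maniculatus and 45.3% in P. leucopus, while for THBS4 it was 70.6% and 37.1%. The draws ranged from 29.1% to 72.7% in P. maniculatus and from 32.9% to 64.9% in P. leucopus. THBS4 was named for its low Pc in these same animals, so its percent in P. maniculatus restates that Pc and is no separate evidence. Each R rests on 6 animals.

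**Figure D2:**
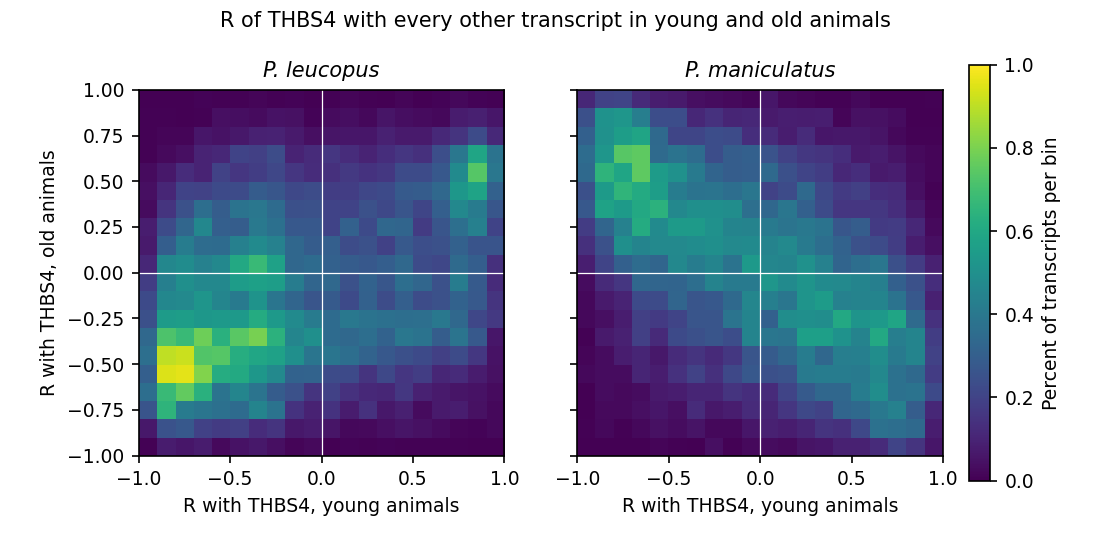
R of THBS4 with every other transcript in young animals (horizontal axis) and in old animals (vertical axis) in P. leucopus and P. maniculatus, with the percent of transcripts in each bin as colour. In P. maniculatus the transcripts lie along the falling diagonal, where 70.6% of the partners changed sign, and in P. leucopus 37.1% did.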

Vice versa, the transcripts that had negative correlation with THSB4 in young P. maniculatus had acquired positive correlation in the older animals (Fig. 5b). 

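In P. maniculatus, 74.0% of the 7762 transcripts with a negative R with THBS4 in young animals had a positive R in the old animals, and their mean R there was 0.248. In P. leucopus 31.2% of 12003 such transcripts had a positive R in the old animals, with a mean of -0.199. Of the transcripts with an R below -0.8 in young animals, 92.1% of 1087 had a positive R in old P. maniculatus and 17.8% of 1924 in old P. leucopus. The median R over all partners of THBS4 was -0.0172 in young and 0.0548 in old P. maniculatus, and -0.238 in young and -0.141 in old P. leucopus.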

The relative expression of THBS4 cannot account for this difference since in older P. leucopus its levels increased almost twofold, while in P. maniculatus its levels remained similar in younger and older animals (Fig. 5c).

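In P. leucopus THBS4 was expressed at 1.28 ± 0.803 CPM (SD, n = 6) in young and 2.91 ± 1.53 CPM (SD, n = 6) in old animals, a ratio of 2.27. The counts behind these values were low, between 7 and 63 for each animal. The log2 fold change was 1.17 with a standard error of 0.50 (unadjusted p = 0.036 and adjusted p = 0.236 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 14816 genes). An exact two-sided permutation test of the difference in mean CPM gave p = 0.0476, and 4 of the 6 old animals lay above all young animals. When one animal was left out, the log2 fold change ranged from 0.95 to 1.51, and the unadjusted p from edgeR's test ranged from 0.00693 to 0.0905. In P. maniculatus THBS4 was expressed at 5.02 ± 2.13 CPM (SD, n = 6) in young and 6.16 ± 2.45 CPM (SD, n = 6) in old animals, with counts between 15 and 74. The log2 fold change was 0.35 with a standard error of 0.34 (unadjusted p = 0.312, adjusted p = 0.633 from edgeR's quasi-likelihood test over 12384 genes), and the exact two-sided permutation test gave p = 0.394. The age effect on log2(CPM + 1) was 0.73 in P. leucopus and 0.27 in P. maniculatus, and their difference of -0.47 was within the spread between animals (two-sided permutation test with 100000 resamples, p = 0.305).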

## Discussion

Conventionally, the interrogation of the transcriptome for the detection of aging-associated alterations is performed by differential expression analyses that aim to identify specific, deregulated transcripts and point to strategies for therapeutic intervention. Nevertheless, beyond the relative levels of expression, how the whole transcriptome is coordinated may also be of special value in explaining age-related changes. To that end, it is plausible that the expression of specific transcripts may be retained but their relative abundance as compared to other transcripts may change, causing cumulatively drastic changes in expression profiles and ultimately affecting functionality. Targeted strategies focusing in either the UPR, or others, exploring only the highly expressed genes in the transcriptome, supported these notions suggesting that beyond levels of expression, coordination of transcripts may be of special value in various conditions and pathologies [19, 20, 22].

In order to test these hypotheses at the level of the whole transcriptome in an unbiased manner, we evaluated how the coordination profile of the whole brain transcriptome changes during aging. Thus, we calculated for the correlation coefficient of each individual gene expressed, and every other gene in the transcriptome. Subsequently, a composite Pearson’s correlation coefficient (Pc) was calculated comprising of the correlation of these correlation coefficients, for each and every gene in the transcriptome, in young versus older animals. We applied this analysis to two highly related deer mouse species, *P. leucopus* (LL stcock) and *P. maniculatus* (BW stock). P. leucopus has a reported lifespan of about 8 years while P. maniculatus lives about 4 years. The analysis involved young animals, about 7 months old and older animals, about 25–29 months old. Between the two, neurodegenerative changes were detected primarily in the older P. maniculatus. Furthermore, distinct profiles of DNA methylation have been reported in aging in these two species that while for P. leucopus, differentially methylated genes indicated changes in angiogenesis, in P. maniculatus they were more consistent with the regulation of gamma delta T cells, a process that is associated with neurodegeneration [28, 29].

Earlier studies involving multiple tissues from inbred C57BL/6 mice indicated that during aging a decline in gene expression correlation occurs in a modular as opposed to a uniform manner, with NF-kB target genes being most prominently influenced [30]. According to this analysis a reduction, by 26 %, was found in network edges of the older mice, that reflect the correlation in expression between two genes. This is comparable to the results of our present analysis that showed that 23 and 27 % of the transcripts for *P. maniculatus* and *P. leucopus* respectively had negative Pc values, which in turn points to the inversion of the coordination profile during aging. Furthermore, the two deer mouse species evaluated here displayed distinct profiles of coordination in their brain transcriptome during aging: In *P. leucopus*, Pc was significantly lower than in *P. maniculatus*, implying more extensive reorganization of the transcriptome during aging. As regards though to the magnitude of the changes recorded, reflected to the lower and higher ends of the Pc values’ distribution, they appeared higher in *P. maniculatus*. Thus, in this species, the changes although affected a smaller fraction of the transcriptome, they were more abrupt (producing higher Pc values, being either negative or positive).

Whether these changes are related to the fact that *P. leucopus* reportedly exhibits prolonged lifespan as compared to *P. maniculatus* and the fact that the latter exhibits more pronounced evidence of neurodegenerative changes in the older animals, cannot be formally supported. Furthermore, in the absence of detailed evaluation of the corresponding lesions by using specific markers these histological alterations may reflect deterioration of the brain tissue that is irrelevant to the typical neurodegeneration as described in people. Nevertheless, it leads to the intriguing hypothesis that reduced robustness and increased plasticity of the transcriptome is linked to resilience to aging. Consistently with this notion, pharmacological interventions aspiring to alleviate aging, it is probably preferrable to seek for strategies aiming to cause wider yet more subtle changes in expression profiles, as opposed to those that may constitute “correction” strategies that target intensively specific networks.

Of note is that in both deer mouse species, the genes that underwent the most potent inversion of coordination profiles predicted changes in the perception of smell which validates the present approach since loss of smell represents a known impairment that accompanies aging [31, 32]. Furthermore, it underscores the impact of neural dysfunction in the loss of smell at aging, beyond the changes occurring in the olfactory epithelium over time. In P. leucopus, processes associated with lipid metabolism were suggested that may reflect adaptive responses due to the aging-associated loss of lipid content in the brain [33].

Among the transcripts that exhibited most pronounced changes in their coordination profile, THBS4 is of interest since in *P. leucopus* it retains a highly positive correlation in young and old animals (Pc = 0.36), but in *P. maniculatus* it reverted to highly negative (Pc=-0.53). This gene encodes for thrombospondin-4 that has been linked to neurodegeneration before and was identified recently as a rejuvenation factor in mice [34, 35].

A limitation of the present analysis is that whole brain tissue sections were used. Thus, it remains formally possible that different brain regions with distinct expression profiles may exhibit different coordination patterns which in turn, may interfere with the present analysis. Nevertheless, even if expression levels change across different anatomical locations, coordination patterns of gene networks are likely retained. An additional limitation is related to the number of specimens used per group (*n* = 6), therefore, the results should be interpreted with caution.

Collectively the present study shows that in a long living deer mouse species, the transcriptome is subjected to broader yet more subtle changes, as compared to a species that develops some neurodegeneration and reportedly has a more restricted lifespan and at which transcriptomic changes are less broad but more intense. Thus, strategies aiming to extensive but less severe changes in the transcriptome may be preferrable over those that incur more restricted changes, of increased however intensity. Whether these findings are relevant to other species including humans and characterize other pathologies as well, remains to be established.

## Materials and methods

### Animals

 We obtained animals from the Peromyscus Genetic Stock Center (PGSC), University of South Carolina (USC), Columbia, SC (RRID:SCR_002769). North American deer mice, P. maniculatus bairdii (BW stock) is a closed colony bred in captivity since 1948 and descends from 40 ancestors wild-caught near Ann Arbor, Michigan. White footed mice (P. leucopus, LL stock) is a colony derived from 38 wild ancestors captured between 1982 and 1985 near Linville. The animals were divided into two groups of six animals each, of young (7 months old for both species) and old (25–29 months old for P. maniculatus and 28 months old for P. leucopus) animals in each species at the time we sacrificed them. All experiments were approved by the Institutional Animal Care and Use Committee (IACUC) and the Department of Health and Human Services, Office of Laboratory Animal Welfare, University of South Carolina (Approval No. 2349-101211-041917).

### Histology

Brain tissue was harvested from the animals at the indicated ages, fixed in 4 % neutral buffered formalin and subsequently embedded in paraffin. Tissues sections were stained with Hematoxylin and Eosin (H&E) by using standard protocols and histology analysis was performed.

### RNA isolation and analysis

RNA was extracted from brain tissue by using the RNeasy Mini Kit (Qiagen) according to the manufacturer’s instructions. RNA yield was evaluated by spectrophotometric absorbance (NanoDrop™ 2000/2000c Spectrophotometers Thermo Scientific™) at 260 nm (A260) and the purity was evaluated at 260/280 nm (A260/280). RNA was eluted into 250ng/µl of nuclease-free water, tested for RNA integrity assay and subjected to RNA sequencing. RNA integrity was assessed using the Agilent Bioanalyzer and samples had a quality score ≥ 9.6. RNA libraries were prepared using established protocol with NEBNext Ultra II Directional RNA Library Prep Kit for Illumina (NEB). RNA sequencing was performed as described [23, 36]. One sample was analyzed from each of the 6 animal per group (24 samples in total). Sequences were aligned to the P. maniculatus and P. leucopus reference genome using STAR v2.7.2b [37] with default parameters. Reads were counted using the featureCounts function of the Subreads package [38] in R using Gencode M6 GTF and summarized at exon, transcript, or gene level. The counts were normalized with counts per million (CPM) method and used for correlation analysis.

### Coordination analysis

The procedure of the correlation analysis is shown in Fig. 2. The Person’s correlation R values of each gene with all other genes in the whole transcriptome were calculated in samples of young and old *P. maniculatus* and *P. leucopus*, respectively. The composite correlation (Pc) index was calculated as the Person’s R of all R values of each gene between young and old animals. This transformation assigned a unique Pc value to each of these genes which reflects the degree by which coordination with the whole transcriptome changes between young and old animals for the corresponding genes of interest. All calculations were conducted with R 3.6.3. Gene Ontology analysis was applied to the top 500 genes exhibiting the lowest Pc values, using Mus annotation [39, 40].

## Data Availability

RNA seq data have been submitted to NCBI (GSE166394). Peromyscus animals are available from the Peromyscus Genetic Stock Center.

How the deposited data were processed for this re-analysis (not part of the article)

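Brain RNA of 24 deer mice was sequenced, from 6 young and 6 old animals of P. leucopus (LL stock) and 6 young and 6 old animals of P. maniculatus (BW stock), with 1 library per animal. Animals were grouped by stock and by the age given for each sample. No animal was left out. The authors aligned the reads with STAR version 2.7.2b and counted them on genes with featureCounts version 1.5.3. The deposited values are expected counts: reads that map to several places or overlap several genes were divided between them, and the strand was ignored. The values were not normalized or filtered by the authors. Total counts on named genes lay between 5766964 and 19461818 for each animal. For a gene with few counts this depth leaves a large counting error, and correlations from 6 animals are imprecise at any depth.

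The row that pools the genes of P. maniculatus without a name was left out. This choice was made after the files were seen, and keeping the row is among the alternatives. Counts were divided by the total on named genes to give CPM. Pearson's R of every transcript with every transcript was computed in the young and in the old animals of each species, and Pc was the Pearson correlation between these sets of R values, with the correlation of a transcript with itself included. The calculations used Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1. Errors are standard errors from a delete-one jackknife over the 12 animals of a species. Differences in Pc between the species were tested by permutation across transcripts with 100000 resamples, since the paper's text does not name its test, and were set beside the error over animals. The Pc of THBS4 and of LHPP was tested exactly over all 462 splits of 12 animals into 6 and 6, by its distance from the median of the splits. Summaries over all transcripts were compared with 100 splits of the animals, the real one included. Age differences in mean expression were not removed before the splits.

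Expression in old and young animals was compared with edgeR version 4.0.16 under R 4.3.3, on counts rounded to whole numbers, with edgeR's filter on low counts, TMM normalization, the quasi-likelihood test and Benjamini-Hochberg adjustment, and a threshold of 0.05. In simulated data with 200 genes changed 2-fold, this test called 68% of them with the libraries of P. leucopus and 69% with those of P. maniculatus, and 2.16% and 1.43% of its calls were unchanged genes. The expression of THBS4 was also compared by an exact permutation test of mean CPM, and its age effect on log2(CPM + 1) between species by permutation.

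The 500 transcripts with the lowest Pc were compared with all transcripts with a Pc by Fisher's exact test, for a list of 25 genes of cholesterol biosynthesis and for olfactory receptor genes recognised by symbol. These lists were written from general knowledge before the data were examined, since gene ontology annotation was not used here. Olfactory receptor genes in P. leucopus were not analysed here, because its table names none by symbol.

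The genes named are those the paper names in its text and in Fig. 5a, and the transcripts with the highest and the lowest Pc of each species. For the age comparison the rule was up to 3 genes higher and up to 3 lower in each species, among those past the threshold, and no gene met it. Genes of the cholesterol list and the marker genes GABRA6, TTR and MBP, and the low-expressed genes that Fig. 5a does not show, were named after their values were seen.

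The alternatives set before the data were examined were log2(CPM + 1) in place of CPM, Spearman's in place of Pearson's correlation, TMM-scaled CPM, genes with a mean CPM of at least 1, genes with at least 10 counts in every animal, counts thinned to a total of 5766964, the genes of both tables, lists of 250 and 1000 in place of 500, edgeR with RLE size factors or total counts, all genes with at least 1 count, DESeq2 version 1.42.0 with its Wald test, an exact test of mean CPM, and each animal left out in turn. Chosen after seeing the data were the row without a gene name kept, the near-identical old libraries summed and counted as 1 animal, and all listed genes as the background of the enrichments.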

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

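The tests of the differences at the ends of the distribution of Pc, of splits that keep the near-identical libraries together, of marker genes and of the row without a name were chosen only after the results were seen, while the other tests of the difference in mean Pc were set before.

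A young P. maniculatus animal, P36023, had a cerebellar granule cell score of 7.85, far from the other 5 animals of its group, which lay between 2.54 and 3.21. Over total counts, the pooled row, THBS4, LHPP and marker scores, 40 groups of 6 animals were examined, 1 had a sample this far from the others, and chance gives about 1 in 20. The expression of GABRA6, a marker gene of these cells, reached 677 CPM in this animal, while the median of the group was 1.47 CPM. Unequal brain regions or cell types in the samples may explain the score, but this was not settled: the spread between animals of one age group exceeded that of random lists of genes for 6 of the 6 marker lists tested in P. maniculatus, and genes of any shared expression program spread more than random lists. Depth does not account for the score: the total of this animal was 7499183 counts, while P35992 of the same group had 7194007 counts and a score of 2.62, and old P35505 had 8804417 counts and a score of 3.69. With the score removed within each age group, the mean Pc of P. maniculatus was 0.0930. No biological explanation was tested.

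The mean Pc differed between the species by 0.0285, the median of the 25% of transcripts with the lowest Pc by 0.0319 and that of the 25% with the highest by 0.0525, each past the threshold of a permutation test across transcripts (p = 1e-05, the smallest it can give). Across animals the differences were within their standard errors of 0.0630, 0.0378 and 0.125. When the 12 animals of each species were split at random, 77 of 100 pairs of splits gave a difference in mean Pc as large in size, 56 of 100 one as large at the low end and 66 of 100 one as large at the high end. Counted in the direction of the difference, 27, 47 and 21 of 100 were as high. Of the 100 splits of P. maniculatus, 55 part the near-identical libraries, which raises Pc by itself. With splits of P. maniculatus that keep these libraries together, 91, 24 and 94 of 100 pairs gave a difference as large in size. These differences were not centred on 0, with medians of -0.116, -0.0144 and -0.206, so that this count by size cannot test the real difference. Counted in the direction of the real difference, 1, 3 and 1 of 100 were as high, the real one included. The outcome in the direction of the difference thus depends on which splits are used. The splits do not settle whether the grouping of the animals accounts for the differences. The different gene content of the tables may account for part of the difference in mean Pc, which was 0.0140 over the genes of both tables. Sequencing depth did not account for it, since the difference was 0.0338 with counts thinned to one depth. A difference between the species remains possible, but it cannot be separated from these explanations.

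In P. maniculatus 13.1% of the counts were in the row that pools genes without a name, which the paper does not discuss. The pooling by gene name in the counting may explain the row, and with it kept as 1 gene the mean Pc was 0.152. The genes within the row cannot be told apart, and no biological explanation was tested.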

How the results depend on the processing

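The alternatives were set before the data were examined, except the row without a gene name kept, the near-identical libraries counted as 1 and the background of all listed genes, which were chosen after seeing the data. The causes of the changes below were not tested.

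The difference in mean Pc between the species kept its sign and its side of the threshold under the 7 alternatives of scale, correlation, depth and genes set before, from 0.00924 to 0.0379. The counts of cholesterol genes among the lowest transcripts of P. leucopus, from 8 to 11 under 8 alternatives, also did. The 15 results computed with the near-identical libraries counted as 1, and the 13 with the row without a name kept, did not change their direction or side of the threshold.

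The Pc of THBS4 in P. maniculatus kept its sign but was no longer past the threshold with log2(CPM + 1) (-0.481), Spearman's correlation (-0.477), TMM-scaled CPM (-0.471), thinned counts (-0.508), a mean CPM of at least 1 (-0.595) and at least 10 counts in every animal (-0.624), with p between 0.0541 and 0.0693 in exact permutation tests.

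With a mean CPM of at least 1, P. leucopus had a mean Pc of 0.185, 21.5% of transcripts with negative Pc, a lowest Pc of -0.524 and a highest Pc of 0.602. With at least 10 counts in every animal these were 0.199, 20.1%, -0.557 and 0.630, and the mean Pc of P. maniculatus was 0.211. With either filter 1 olfactory receptor gene was left in P. maniculatus, and 0 were among the 500 lowest. Among the 250 lowest there were 2 olfactory receptor genes, no longer past the threshold, and 0 cholesterol genes in P. maniculatus. Against the background of all listed genes, the 4 olfactory receptor genes were fewer than expected, but most listed members have no Pc and could not be among the lowest, so that this shows no depletion. DESeq2's Wald test gave 910 genes differing between ages in P. leucopus and 22 in P. maniculatus, where edgeR gave 0 in both, with 2768 and 1279 genes at an unadjusted p under 0.05.

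Across the fits that each left out one animal, the difference in mean Pc ranged from -0.0197 to 0.0601 and that between the medians of the 25% with the highest Pc from -0.0356 to 0.118. The mean Pc of P. leucopus ranged from 0.0932 to 0.126. The Pc of THBS4 ranged from -0.564 to -0.341 in P. maniculatus, where it was no longer past the threshold in 8 of 12 fits (exact permutation tests, p from 0.00433 to 0.119), and from 0.171 to 0.418 in P. leucopus, where 1 of 12 fits passed the threshold, and that of LHPP in P. maniculatus from -0.207 to 0.00522. The log2 fold change of THBS4 in P. leucopus ranged from 0.95 to 1.51, with an unadjusted p from edgeR under 0.05 in 4 of 12 fits and an adjusted p between 0.132 and 0.401. The Pc of IQGAP1 and that of SHROOM2 in P. leucopus each moved by more than their error in 1 of 12 fits. Between 0 and 963 genes differed between ages in P. leucopus. Among the 500 lowest of P. maniculatus were 0 to 2 cholesterol genes and 1 to 5 olfactory receptor genes, whose excess was no longer past the threshold in 6 of 12 fits (Fisher's exact tests, p from 0.00417 to 0.621).

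THBS4 in P. leucopus has no value with at least 10 counts in every animal, since its lowest count was 7. Olfactory receptor genes in P. leucopus were not run. No paired analysis was possible because young and old are different animals that share no replicate number. With counts thinned to one depth its Pc in P. leucopus was 0.352.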

Differences from the paper's values

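The fold of smell perception among the 500 lowest Pc in P. maniculatus was 3.70 against the paper's 0.12, with olfactory receptor genes recognised by symbol in place of the paper's annotation term. None of the 8 alternatives set before the data were examined closed the gap, and their folds ranged from 0 to 4.18. The paper's fold is below 1, an under-representation, while 3.70 is an excess. With all listed genes as the background, an alternative chosen after seeing the values, the fold was 0.281, but most of the olfactory receptor genes listed have no Pc and could not be among the lowest.

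The paper states that the genes with the lowest Pc in one species kept a positive Pc in the other. Of the 10 genes that Fig. 5a shows as lowest in P. maniculatus, 5 had a negative Pc in P. leucopus. Of the 10 shown as lowest in P. leucopus, 1 had a negative Pc in P. maniculatus. These counts are not firm. In P. leucopus the jackknife standard error exceeded the size of Pc for BBS5 (-0.00716 ± 0.311), TENM2 (-0.0796 ± 0.305), RBMX2 (-0.152 ± 0.193) and NIF3L1 (-0.189 ± 0.255). It did not for DLEC1 (-0.261 ± 0.217). It also did for SALL3 in P. maniculatus (-0.0713 ± 0.229). Fig. 5a is described as the 10 genes with the lowest Pc, while 5 of the 10 lowest shared transcripts of P. maniculatus and 3 of the 10 of P. leucopus are not in it.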

Other observations

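The counts of splits of the animals for a single species, the tests of expression level and those of the genes lowest in one species were set before the data were examined, and the tests of the near-identical libraries, marker genes and shared expression programs were chosen only after the results were seen.

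The mean Pc of P. leucopus was as low as 0.125 in 4 of 100 splits of its 12 animals, and the percent of negative Pc as high in 4 of 100. The median mean Pc of the other splits was 0.241. Splits that mix ages carry differences in mean expression between ages into the R values of both groups, which the real split does not. Counts of such splits, here and below, thus do not isolate a change of coordination with age. The lowest Pc was as low in 100 of 100 splits and the highest Pc as high in 98 of 100, so that the ends of the distribution were less extreme between ages than between most random groups. In P. maniculatus the mean Pc was as low in 41 of 100 splits, the percent of negative Pc as high in 44, the lowest Pc as low in 55 and the highest as high in 56.

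In P. maniculatus the splits depended on the near-identical old libraries, whose chi-square per gene was 1.46. The 45 splits that kept them in one group had a median mean Pc of 0.126, and the 55 that parted them one of 0.274, with 0% of the parting splits at or under the median of the keeping splits. A near-duplicate placed in both groups raises Pc by itself, so that this comparison does not show that holding both in one group lowers the mean Pc. Counted as 1 animal, an alternative chosen after seeing the data, they gave a mean Pc of 0.163, and leaving out either gave 0.161, against 0.153. Among 100 splits that keep them together, the mean Pc was as low in 88, the highest Pc as high in 3 and the lowest as low in 3. The same RNA in both libraries could explain their similarity, but it cannot be told apart from closely alike animals, since libraries of one RNA can also differ by more than counting noise.

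The size of Pc rose with expression. The median absolute Pc of the 25% of transcripts with the lowest mean CPM, over that of the 25% with the highest, was 0.546 in P. leucopus and 0.635 in P. maniculatus, which is consistent with counting noise in transcripts with few reads. The 10 shared transcripts lowest in P. leucopus had a median Pc of 0.0853 in P. maniculatus, at the percentile 15.7 of random sets, and the 10 lowest in P. maniculatus had a median of 0.00588 in P. leucopus, at the percentile 3.01. The first lay well within the central range of random sets, so that the selection of extremes could explain it. The second also lay within the central range, close to its lower limit of -0.00573 and below the random median of 0.180. The random sets were also not matched in expression. Whether the 10 lowest transcripts of P. maniculatus were shifted low in P. leucopus is therefore not settled.

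Animals of the same age group differed in whole sets of marker genes, and the spread exceeded the central range of random lists for 6 of 7 lists in P. leucopus and for 6 of 6 in P. maniculatus. The genes of any shared program, such as the immediate early genes among these lists, spread more than random lists, so that unequal brain regions or cell types cannot be told apart from shared regulation. GABRA6 ranged from 0.353 to 832 CPM in old P. leucopus, TTR from 7.37 to 9589 CPM in young P. leucopus, and the median of MBP was 6827 CPM in young and 1844 CPM in old P. leucopus. An unequal share of these cells was not shown to set the mean Pc. With the cerebellar granule cell score removed within each age group, the mean Pc was 0.10 in P. leucopus and 0.0930 in P. maniculatus, and with the oligodendrocyte score removed 0.109 and 0.0865. Of 100 random lists matched in expression, 62 and 32 moved it as far as the cerebellar score and 66 and 14 as far as the oligodendrocyte score. The Pc of THBS4 in P. maniculatus was -0.168 after removal of the cerebellar score, closer to 0 than the median of -0.356 after removal of random lists, of which 20 of 100 moved it as far and 98 of 100 left it negative. After removal of the oligodendrocyte score it was -0.269 in P. maniculatus, where 17 of 100 random lists moved it as far, and 0.0908 in P. leucopus, where 15 did.

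The 10 cholesterol biosynthesis genes among the 500 lowest of P. leucopus were reached in 1 of 100 splits, the real one, and no other split had more than 9. Splits that mix ages carry age differences in mean expression into both groups, so this count does not isolate a change of coordination. In P. maniculatus the 2 genes were also reached in 1 of 100 splits, the real one, while Fisher's exact test gave p = 0.173. With the oligodendrocyte score removed, 5 of the genes of P. leucopus were left among the 500 lowest, and 58 of 100 random lists left as few, so that a share of oligodendrocytes cannot be told apart. A single shared program counted as many genes may explain the size of the enrichment: the mean R between the genes was 0.374 in the age group with the lower value, where the central range of random lists reached up to 0.147. At least 4 olfactory receptor genes were among the 500 lowest of P. maniculatus in 52 of 100 splits, and at most 4 in 66 of 100, so that random groupings of the animals gave as many.

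With edgeR, 0 genes differed between ages at an adjusted p under 0.05 in P. leucopus and 0 in P. maniculatus, and 100 of 100 splits gave as many in each species, as a count of 0 must. At an unadjusted p under 0.05 there were 2768 and 1279 genes. Of the other splits, 3 gave at least 1 gene in P. leucopus and 5 in P. maniculatus, with at most 656 and 227. The age groups did not overlap for 0.850% of the genes of P. leucopus and 0.380% of those of P. maniculatus, where chance gives 0.216%. LHPP was expressed at 45.9 ± 3.63 CPM (SD, n = 6) in young and 53.6 ± 8.15 CPM (SD, n = 6) in old P. maniculatus. A two-sided exact permutation test gave p = 0.0455, and edgeR gave an adjusted p of 0.467. The near-identical old libraries P35261 and P35266 had 62.9 and 64.6 CPM. The other old animals lay between 45.1 and 50.9 CPM, and the young animals between 41.5 and 50.5 CPM. The permutation test counts the near-identical libraries as separate animals, and its p rests on this.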
